A study of Mus musculus with 6 samples.

How the data were processed

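RNA from mouse Th17 cells differentiated in culture was sequenced in 6 libraries, 3 from control cells and 3 from RTF1-deficient cells (KO). Group and replicate number were taken from the sample titles, and each column of the single table was matched to its sample by the sample description. There were 0 columns of per-sample values without a sample and 0 lines without a gene name. Per the labels, the authors extracted total RNA with a column kit, and a core facility prepared and sequenced the libraries. The values the authors deposited were whole-number counts per gene symbol, neither normalized nor filtered as far as the values show. The aligner, counting program, genome build, annotation and strand setting were stated neither in the labels nor in the table. No coordinates are therefore given. Gene length, GC content, chromosome and neighbouring genes were looked up by symbol in GENCODE release M21 (assembly GRCm38), which held 98.4% of the table's symbols and gave length and GC content for 99.0% of the tested genes.

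The table listed 31017 genes, of which 9545 had no count in any library. Total counts were 16489813, 51271226 and 43536889 in control replicates 1, 2 and 3, and 25611029, 35907999 and 19304121 in KO replicates 1, 2 and 3. Reads were counted without stated molecular identifiers, so counting error covers only part of the uncertainty. The spread between replicates, a biological coefficient of variation of 0.212, is what the tests use. CPM values, which are counts scaled to a common library total, used TMM factors, and each mean is given with the SD over 3 libraries.

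The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) of KO against control over the 6 libraries, with TMM factors, filterByExpr by group and no covariate. The filter kept 14268 genes holding 99.9% of all counts. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called. The standard error of a log2 fold change was taken as its absolute value over the square root of the test's F statistic. Exact permutation tests over the 6 libraries were two-sided. With 3 libraries against 3 their smallest p-value is 0.1, so no single measure compared between the groups in this way can pass 0.05.

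Gene lists for 12 topics were written before the data were examined: Th17, pathogenic Th17, Th1, Th2, regulatory T cell, naive and stem-like, the PAF1 complex, enzymes of histone H2B ubiquitination, proliferation, p53 targets, interferon response and replication-dependent histones. Some genes stand in more than 1 list, and values of some members are not reported here. Each list was tested with limma's camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the 12 lists, and the value given is the median edgeR log2 fold change of its tested members. The rotation test fry and camera with an estimated correlation were run beside it. Marker lists for B cells, myeloid cells, CD8 and NK cells, erythroid cells and fibroblasts were also written beforehand.

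The genes named in the text were fixed by a rule written before the data were examined. They are Rtf1, members of the lists, and the 8 genes with the largest increase and the 8 with the largest decrease among called genes with a mean of at least 5 CPM whose KO libraries all lay on the same side of every control library. Of the 4880 genes that met these conditions, 145 had no standard symbol and were not named. A gene with no more than 3 counts in every library of a group was treated as at the floor. Because the counting method is unknown, each named gene was compared with all other transcripts of release M21, and the share of its 50-base stretches that occur in transcripts of another gene is given where it is large. Such genes are reported as uncertain, and overlap of exons with another gene is given for some of them.

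Both groups carry the replicate numbers 1, 2 and 3 in the labels. Whether these numbers pair the libraries was checked by correlating, across genes, each library's deviation from its group mean. Libraries with equal numbers gave correlations of 0.27, 0.13 and 0.38, and with genes on the X and Y chromosomes left out 0.255, 0.116 and 0.353. Control replicate 2 correlated more with KO replicate 1 (0.204, and 0.198 with these genes left out) than with KO replicate 2, and the other unequal pairs gave −0.390 to −0.018. The labels do not say what a number stands for. Since each pair exceeded 0.1, the numbers were read as pairing the libraries, with the least support for number 2. The fit with the replicate number as a block is given for the genes discussed whose call it changed. Replicate 3 of both groups carried Y-linked counts, which the other libraries lacked.

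Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile factors, library size only, TMM factors computed without the 50 most counted genes, 2 other filters (any count, and a mean of at least 10 counts), DESeq2's Wald test (DESeq2 1.42.0), limma-voom, the replicate block, a GC content offset (loess, span 0.5), both together, glmTreat against a fold change of 1.5, and leaving out each library in turn. A fit with sex as a term, read from the Y-linked counts, was added after the data were seen. Lists of hypoxia and glycolysis genes, integrated stress response genes, S-phase genes and MHC class II genes were also written after the named genes had been seen, and are used only in the closing observations. The relation of fold change to gene length was described by Spearman's rho across genes, which are not independent replicates.

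The statistical procedure was tested on simulated data drawn from the real libraries' means and sizes. With 200 genes changed by known folds among the 14054 genes that passed the filter there, 156 changed genes were recovered (78%), and 15 of the calls (8.77%) were unchanged genes. Over 200 random lists of 20 unchanged genes, camera gave an unadjusted p-value under 0.05 for 2.5% and fry for 5.5%. Genes were drawn independently of one another, so these rates do not cover lists whose members vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Read-level questions, such as which exons of Rtf1 were still covered in the KO libraries, were not analysed here.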

Results

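Th17 cells are helper T cells named for the interleukin 17 they secrete. RTF1 is a nuclear protein that works with the PAF1 complex, a group of factors that accompanies RNA polymerase II along genes, and it promotes the attachment of ubiquitin to histone H2B. The study asked how the loss of RTF1 changes gene expression in mouse Th17 cells differentiated in culture. RNA sequencing was performed on 3 control and 3 RTF1-deficient (KO) cultures, and the read counts of 14268 genes were compared between the groups.

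Total counts per library ranged from 16489813 in control replicate 1 to 51271226 in control replicate 2. The mean was 3.71e+07 ± 1.83e+07 in control and 2.69e+07 ± 8.38e+06 in KO (SD, n = 3), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.5; the smallest p this design allows is 0.1). The 2 most counted genes, Gm26917 and Gm42418, named after their values were seen, together took 5.46% ± 2.28 of the counts in control and 5.65% ± 1.84 in KO (SD, n = 3). Gm42418 is uncertain, since 94.9% of its 50-base stretches occur in transcripts of another gene. Mitochondrial genes took 0.978% ± 0.292 and 1.30% ± 0.173 (exact permutation test, two-sided, p = 0.3). Their shares in replicates 1, 2 and 3 were 1.16%, 0.642% and 1.14% in control and 1.44%, 1.11% and 1.37% in KO. KO was thus higher in each pair of equal replicate number, a pairing that this test does not use. The first principal component of the log2 CPM values carried 73.3% of the variance and separated the groups, with control libraries between −70.9 and −53.0 and KO libraries between 47.8 and 73.1. Across genes, Pearson correlations were 0.979 to 0.988 within groups and 0.916 to 0.945 between them.

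Rtf1, on chromosome 2, was examined first as a check of the labels. Control replicates 1, 2 and 3 held 94.0, 91.2 and 88.3 CPM, and KO replicates 1, 2 and 3 held 45.3, 30.4 and 26.2 CPM. The means were 91.2 ± 2.84 in control and 33.9 ± 10.03 in KO (SD, n = 3), a log2 fold change of −1.42 (SE 0.191, edgeR adjusted p = 0.000755). All KO libraries lay below all control libraries, and 37.2% of the control level remained. The exact permutation test gave p = 0.1, the smallest value possible with 3 libraries per group. Leaving out KO replicate 1 moved the fold change most, to −1.69, and leaving out KO replicate 3 gave −1.27.

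The other genes of the PAF1 complex changed by less than Rtf1 and in both directions. Paf1 rose from 56.6 ± 10.2 to 92.1 ± 5.93 CPM (SD, n = 3; log2 fold change 0.70, SE 0.146, edgeR adjusted p = 0.00497). Cdc73 fell from 128 ± 6.58 to 101 ± 6.97 CPM (log2 fold change −0.34, SE 0.106, adjusted p = 0.029), a call that was lost with library size as the only scaling (adjusted p = 0.0959) and in 3 of the 6 fits that left out 1 library. Ctr9 (log2 fold change 0.29, adjusted p = 0.0734) and Leo1 (0.33, adjusted p = 0.0684) were not called, but were called with the replicate block (adjusted p = 0.0443 and 0.0347) and with library size as the only scaling (adjusted p = 0.0249 and 0.0267). Ctr9 and Leo1 were also called without control replicate 2 (0.38 and 0.44, adjusted p = 0.0275 and 0.0260). Without control replicate 3 both shrank to 0.16. Wdr61 did not change beyond the spread (−0.083, adjusted p = 0.681). Its direction flipped with library size as the only scaling, and 32.4% of its 50-base stretches occur in transcripts of other genes, mainly Dnaja4. As a list, the 5 tested genes had a median log2 fold change of 0.29 (camera adjusted p = 0.493; 1 higher and 1 lower, or 4 called when adjusted over the list alone). Without control replicate 3 the median was 0.158, and without control replicate 1 it was 0.19.

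**Figure D1:**
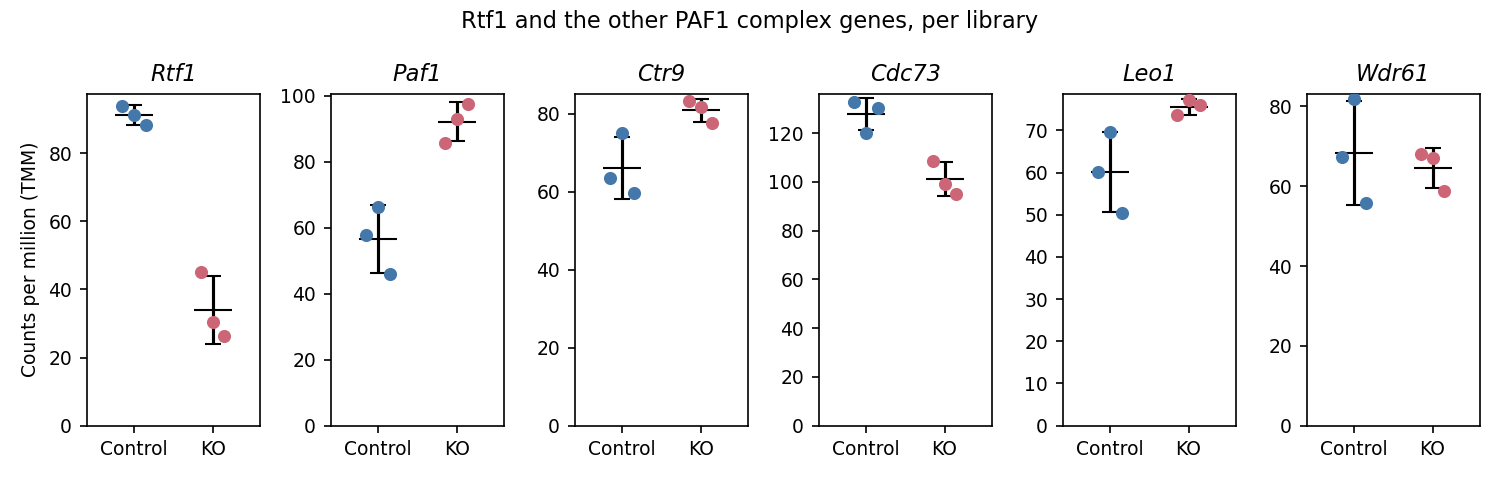
CPM (TMM scaled, linear axes from 0) of Rtf1 and the 5 other PAF1 complex genes in each library. Points are the 3 control and 3 KO libraries in replicate order, the long bar is the group mean and the error bar 1 SD. The KO libraries lie below the control libraries for Rtf1 and Cdc73 and above them for Paf1, Ctr9 and Leo1.

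Across the transcriptome, 6574 of the 14268 tested genes were called, 3305 higher and 3269 lower in KO. Of these, 3182 changed at least 2-fold, 1619 upward and 1563 downward. An unadjusted p-value under 0.05 was found for 7724 genes. In 57.9% of the tested genes every KO library lay on the same side of every control library, where chance gives 10%. The median log2 fold change of all tested genes was 0.013. In 80 of the called genes all control libraries, and in 18 all KO libraries, were at or under the floor of 3 counts, so no fold change is quoted for any of them. The alternative that moved the count most was leaving out KO replicate 2, which gave 4460 calls, 4394 of them among the 6574 and in the same direction. Lower calls alone then numbered 2170.

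The libraries also differed in sex. Replicate 3 of each group held Y-linked counts, 11376 in control and 5147 in KO over 4 genes, while the other libraries held 1 to 3. Xist gave 5 and 1 counts in these libraries and 14668 to 28176 in the others. With the libraries numbered 1 and 2 alone, 2 against 2, 6351 genes were called, and the 5647 shared with the full comparison all had the same direction. The remaining pair has 1 library per group and no test. Its direction was the same for 97.4% of 6294 genes called in the other libraries.

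**Figure D2:**
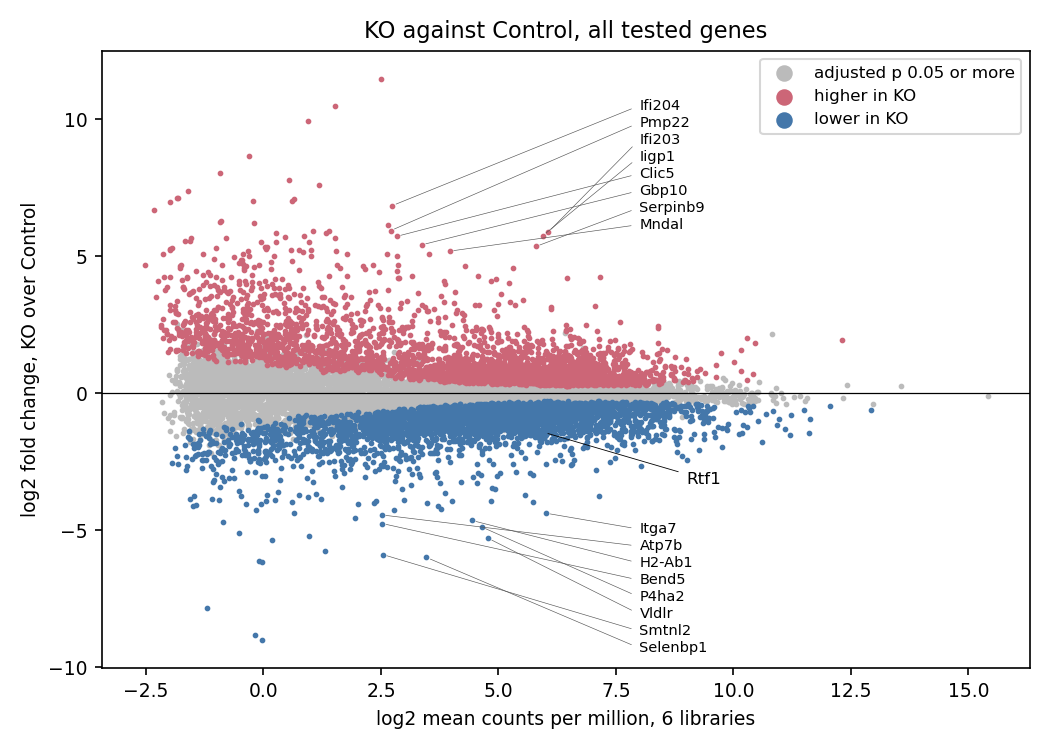
Log2 fold change of KO over control against the log2 mean CPM of the 6 libraries for each of the 14268 tested genes. Red and blue points are the 3305 higher and 3269 lower genes with an edgeR adjusted p-value under 0.05, grey points the others, and the labels mark Rtf1 and the genes chosen by the rule for the largest changes.

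Under the rule for naming genes (a mean of at least 5 CPM and a standard symbol), the 8 largest increases were those of Ifi204, Pmp22, Ifi203, Iigp1, Clic5, Gbp10, Serpinb9 and Mndal, with log2 fold changes of 6.85 down to 5.19. Serpinb9 (chromosome 13) rose from 2.61 ± 0.229 to 109 ± 19.5 CPM (SD, n = 3; log2 fold change 5.36, SE 0.182, edgeR adjusted p = 5.5e-06). Iigp1 (chromosome 18) rose from 2.16 ± 0.832 to 121 ± 35.8 CPM (5.76, SE 0.328, adjusted p = 3.9e-05). Ifi203 (chromosome 1) rose from 2.36 ± 1.39 to 131 ± 23.03 CPM (5.88, SE 0.426, adjusted p = 7.4e-05), and Pmp22 (chromosome 11) from 0.196 ± 0.183 to 12.8 ± 4.15 CPM (5.94, SE 0.559, adjusted p = 0.000195). Gbp10 is uncertain, since 84.1% of its 50-base stretches occur in other genes, mainly Gbp6, and 46.3% of its exonic bases overlap another gene. Ifi204, Mndal and Ifi203 lie together on chromosome 1 and share 20%, 19.6% and 12.4% of their stretches with other genes, mainly one another, so the division of reads among these 3 is uncertain as well. Leaving out control replicate 3 moved a fold change most, that of Pmp22 to 7.21.

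Under the same rule, the 8 largest decreases were those of Selenbp1, Smtnl2, Vldlr, P4ha2, Bend5, H2-Ab1, Atp7b and Itga7, with log2 fold changes of −5.99 to −4.38. Vldlr (chromosome 19) fell from 53.5 ± 16.0 to 1.39 ± 0.513 CPM (SD, n = 3; log2 fold change −5.29, SE 0.318, edgeR adjusted p = 4.7e-05). P4ha2 (chromosome 11) fell from 48.2 ± 6.41 to 1.71 ± 0.837 CPM (−4.88, SE 0.339, adjusted p = 6.8e-05). H2-Ab1 (chromosome 17) fell from 41.6 ± 10.1 to 1.73 ± 0.837 CPM (−4.64, SE 0.330, adjusted p = 7.0e-05), and Itga7 (chromosome 10) from 123 ± 77.0 to 5.93 ± 1.40 CPM (−4.38, SE 0.435, adjusted p = 0.000236). Selenbp1 varied widely in control, 21.8 ± 21.7 CPM, and shares 46.3% of its stretches with Selenbp2, so it is uncertain. Without control replicate 3 its fold change was −4.81. All of the genes named for the largest changes kept their direction and stayed called under each alternative that was fitted gene by gene, which leaves out glmTreat.

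The Th17 list held 18 genes, all tested. Its median log2 fold change was −0.39, which camera did not separate from other genes (adjusted p = 0.15), with 7 genes called lower and 1 higher, or 9 called when adjusted over the list alone. Il21 fell from 724 ± 72.3 to 162 ± 50.1 CPM (SD, n = 3; log2 fold change −2.16, SE 0.215, edgeR adjusted p = 0.000236). Il17a fell from 292 ± 63.9 to 92.8 ± 61.6 CPM (−1.65, SE 0.424, adjusted p = 0.0125), and Il17f from 1232 ± 301 to 507 ± 270 CPM (−1.28, SE 0.340, adjusted p = 0.0144). Il23r (−1.35, adjusted p = 0.0231), Ccr6 (−1.15, adjusted p = 0.0412), Hif1a (−1.06, adjusted p = 0.00197) and Irf4 (−0.69, adjusted p = 0.00231) were also lower. Il1r1 was higher (0.67, adjusted p = 0.0238). When 1 library was left out, the calls for Il17f, Il23r, Ccr6 and Il1r1 were lost in 3, 2, 4 and 4 of the 6 fits, whereas those for Il21, Il17a, Hif1a and Irf4 held in each. Ccr6 also lost its call with library size as the only scaling (adjusted p = 0.0519).

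Several transcription factor genes of the Th17 list were not called. Stat3 held 567 ± 10.4 CPM in control and 628 ± 43.6 in KO (SD, n = 3; log2 fold change 0.15, edgeR adjusted p = 0.316), and Maf 252 ± 26.5 and 251 ± 47.4 (−0.0065, adjusted p = 0.977). The direction of Maf flipped with library size as the only scaling (0.080). Batf (−0.25, adjusted p = 0.143) and Ahr (−0.53, adjusted p = 0.101) were not called either. Even so, every KO library lay above every control library for Stat3 and below every control library for Batf. Batf lay between −0.34 (without control replicate 1) and −0.15 (without KO replicate 2). Ahr was called without KO replicate 1 (−0.75, adjusted p = 0.0382) and shrank to −0.33 without control replicate 3. Rora (−0.65, adjusted p = 0.0515) was called with the replicate block (adjusted p = 0.0014) and by DESeq2 (adjusted p = 0.0179). Il22 (0.95, adjusted p = 0.114) was called with the block too (adjusted p = 0.0164), but fell to a log2 fold change of 0.27 without KO replicate 3, and 41.0% of its stretches occur in its copy Iltifb.

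**Figure D3:**
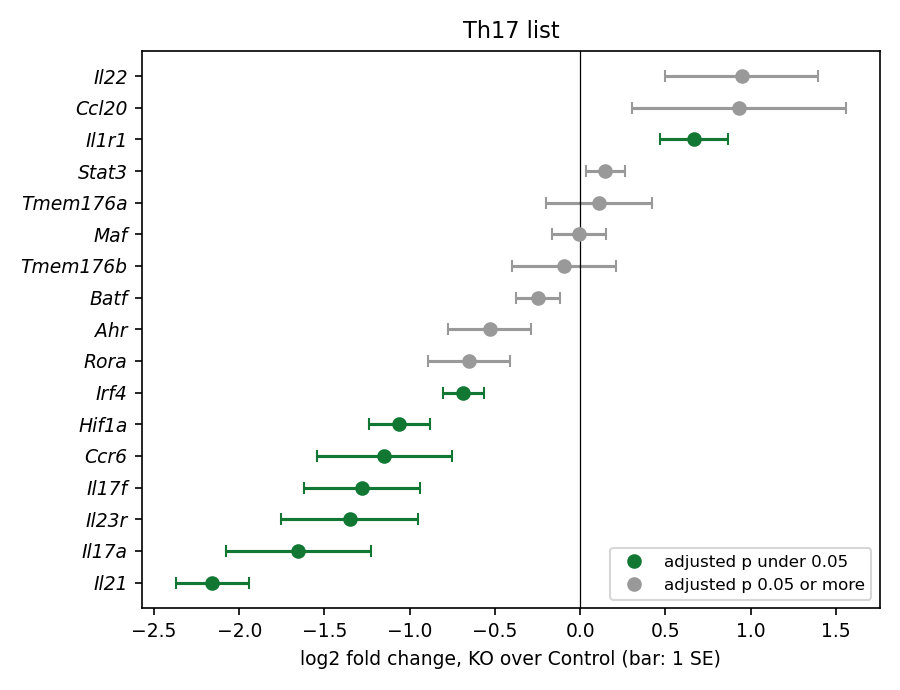
Log2 fold change of KO over control for 17 genes of the Th17 list, with bars of 1 standard error from the edgeR fit. Green points are genes with an adjusted p-value under 0.05, 7 lower and 1 higher, and grey points are the others, among them Stat3 and Maf near 0.

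Lists for other helper T cell states moved in different directions. The Th1 list (13 genes) had a median log2 fold change of 0.66 (camera adjusted p = 0.048; fry adjusted p = 0.00694), with 6 genes called higher and 1 lower (7 adjusted over the list alone). Tbx21 rose from 3.42 ± 0.769 to 23.006 ± 11.9 CPM (SD, n = 3; 2.74, SE 0.408, edgeR adjusted p = 0.00118), and Ifng, at 0.285 ± 0.194 and 0.519 ± 0.265 CPM, did not change beyond the spread (adjusted p = 0.422). Ifng is uncertain, since 19.9% of its stretches occur in other genes and 25.95% of its exonic bases overlap another gene. The median of the Th1 list is the fold change of Ifng itself, so its size rests on this low and uncalled gene. The call for this list was lost with the replicate block (camera adjusted p = 0.126). It was also lost in 4 of the 6 fits that left out 1 library, and the median was 0.368 without control replicate 1 and 0.393 without KO replicate 1. In this list Stat4 (−0.49, adjusted p = 0.0677) and Il12rb2 (−0.87, adjusted p = 0.132) were called with the block (adjusted p = 0.0049 and 0.0020), but Stat4 shares 21.7% of its stretches with other genes, and Il12rb2 shares 38.0% with Serbp1. Control replicate 3 held 351 CPM of Il12rb2, against 117 and 124 CPM in control replicates 1 and 2. Without that library the fold changes shrank to −0.33 for Stat4 and −0.21 for Il12rb2. The pathogenic Th17 list (13 tested genes) had a median of 0.95 (camera adjusted p = 0.291; fry adjusted p = 0.0923, and 0.000965 with the block), with 6 genes called higher and 3 lower (10 adjusted over the list alone). This median is the fold change of Il22, a member that was not called and shares stretches with Iltifb. Without KO replicate 3 this median was 0.022, without control replicate 1 it was 0.329, and without KO replicate 2 it was 0.492, and it was 0.623 without KO replicate 1. With all libraries kept, it was 0.438 without a filter on low counts and 0.461 with a mean count of at least 10. Csf2 was low in both groups, 1.49 ± 0.516 and 0.556 ± 0.311 CPM (log2 fold change −1.46, adjusted p = 0.037), a call lost in 4 of the 6 fits with 1 library left out.

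The Th2 list (10 tested genes) had a median log2 fold change of −1.32 (camera adjusted p = 0.0654; fry adjusted p = 0.0147), with 6 genes called lower and 1 higher (7 adjusted over the list alone). It passed the threshold with library size as the only scaling (camera adjusted p = 0.0488), without a filter (0.0366) and with a filter on the mean count (0.0235). Il10, which also stands in the regulatory T cell list, fell from 124 ± 23.4 to 23.2 ± 3.35 CPM (SD, n = 3; −2.42, SE 0.174, edgeR adjusted p = 7.1e-05). The regulatory T cell list (15 tested genes) had a median of −0.13 (camera adjusted p = 0.291), with 5 genes called higher and 6 lower (11 adjusted over the list alone), and the median was 0.033 without control replicate 1. Ctla4 fell from 1002 ± 30.2 to 236 ± 16.2 CPM (−2.09, SE 0.121, adjusted p = 3.9e-05), Il2ra fell from 3494 ± 248 to 1216 ± 196 CPM (−1.52, SE 0.158, adjusted p = 0.000264), and Foxp3 rose but stayed low, 1.42 ± 0.199 and 3.29 ± 1.31 CPM (1.21, adjusted p = 0.0244), a call lost in 4 of the 6 fits with 1 library left out. Foxp3 shares 23.1% of its stretches with Flicr. The naive and stem-like list (14 genes) had a median of −0.56 (camera adjusted p = 0.204), with 3 genes called higher and 8 lower (11 adjusted over the list alone). The median of the regulatory T cell list was −0.25 without control replicate 2, −0.080 without control replicate 3 and −0.016 without KO replicate 2.

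The strongest list results lay in 4 other topics. All 30 genes of the proliferation list were lower in KO and called (30 adjusted over the list alone), with a median log2 fold change of −1.22 (camera adjusted p = 1.8e-08) and a mean log2 CPM of 7.30 ± 0.377 in control and 6.07 ± 0.425 in KO (SD, n = 3). The replication histone list (62 tested genes) had a median of −1.53 (camera adjusted p = 1.0e-09), with 57 genes called lower and 2 higher (61 adjusted over the list alone). Its members share a median of 49.6% of their stretches with other genes, so single members are uncertain. The interferon list (23 tested genes) had a median of 2.01 (camera adjusted p = 1.0e-06), with 20 genes called higher and none lower (20 adjusted over the list alone), and its mean log2 CPM was 2.08 ± 0.687 in control and 4.35 ± 0.465 in KO (SD, n = 3). In this list Zbp1 rose from 27.7 ± 1.88 to 95.2 ± 8.67 CPM (1.78, SE 0.121, edgeR adjusted p = 6.8e-05), while Rsad2 (2.12), Oasl1 (−1.31) and Bst2 (−0.26) were not called. With the replicate block Rsad2 (adjusted p = 0.0037) and Oasl1 (adjusted p = 0.049999) were called. Rsad2 ran from 1.49 without control replicate 2 to 5.12 without control replicate 3, where it was called (adjusted p = 0.000296). Oasl1 was called without control replicate 1 (−1.68, adjusted p = 0.0475) and shrank to −0.42 without control replicate 3. Bst2 lay between −0.42 (without KO replicate 3) and −0.12 (without KO replicate 2). Oas1a and Ifit3 share 57.6% and 51.2% of their stretches with other genes and are uncertain. The p53 target list (19 tested genes) had a median of 0.62 (camera adjusted p = 0.000141), with 13 genes called higher and 1, Gtse1, lower (15 adjusted over the list alone), a call of Gtse1 that 4 of the 6 fits with 1 library left out lost. Btg2 rose from 55.0 ± 1.07 to 331 ± 55.4 CPM (2.59, SE 0.144, adjusted p = 3.9e-05), and Cdkn1a from 304 ± 12.96 to 421 ± 49.3 CPM (0.47, SE 0.125, adjusted p = 0.0146), a call lost in 3 of the 6 fits with 1 library left out. All of these 4 lists and the Th1 list were also called by fry (adjusted p from 0.0018 to 0.0474), which in addition called the Th17 (0.0397), Th2, regulatory T cell (0.0018), naive and stem-like (0.0397) and H2B ubiquitin lists. With camera's correlation estimated from the data, the alternative that moved these results most, none of the 12 lists was called (adjusted p from 0.328 to 0.676).

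**Figure D4:**
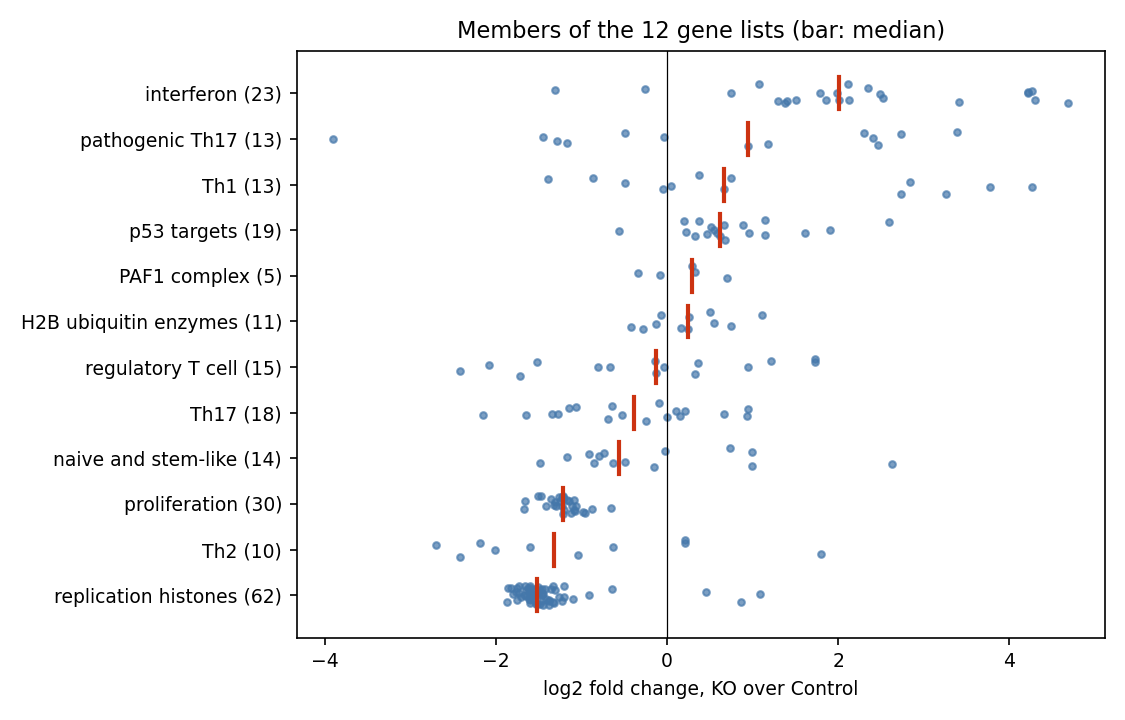
Log2 fold change of KO over control for each tested member (points) of the 12 gene lists, with the number of tested members in parentheses and the list median as a red bar. The medians run from −1.53 for the replication histones to 2.01 for the interferon list, and points are spread vertically only for visibility.

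The list of enzymes that add ubiquitin to histone H2B or remove it (11 tested genes) had a median log2 fold change of 0.24 (camera adjusted p = 0.291; fry adjusted p = 0.0131), with 4 genes called higher and none lower (4 adjusted over the list alone). Ube2b rose from 114 ± 8.97 to 191 ± 29.3 CPM (SD, n = 3; 0.74, SE 0.136, edgeR adjusted p = 0.00288) and Rnf40 from 78.1 ± 5.04 to 111 ± 4.31 CPM (0.50, SE 0.104, adjusted p = 0.0048), though Rnf40 shares 10.8% of its stretches with other genes. Rnf20 did not change beyond the spread, 137 ± 13.6 and 162 ± 16.8 CPM (0.24, adjusted p = 0.15). Without control replicate 3 the list's median was 0.103.

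Because RTF1 acts during transcription elongation, the fold changes were compared with gene length. Across tested genes Spearman's rho between log2 fold change and exonic length was −0.081, and the SD of rho over the 3 KO libraries, each set against the mean of the controls, was 0.010. Genes are not independent replicates, so no p-value is given. The fifth of genes with the shortest exonic length (median 1280.5 bases, 2828 genes) had a median log2 fold change of 0.15, and the fifth with the longest (median 9423 bases, 2827 genes) had −0.057. Restricting the comparison to genes with a mean of at least 10 CPM moved it most, to a rho of −0.011, and with the genomic span of the gene in place of exonic length rho was −0.12.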

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

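The tests in this part were chosen after the result was seen. In 2 genes, F2rl1 and Naip2, the KO effect differed between the libraries with and without Y-linked counts (edgeR interaction test over 14268 genes, adjusted p = 0.0214 for each). An unadjusted p-value under 0.05 was found for 864 genes. F2rl1 held 0.243 and 0.433 CPM in control replicates 1 and 2 and 6.37 CPM in control replicate 3, against 3.64, 4.97 and 0.763 CPM in KO replicates 1, 2 and 3. Naip2 held 0.365, 0.392 and 7.60 CPM in the controls and 2.13, 2.11 and 0.203 CPM in the KO libraries. Both genes therefore rose in KO among the libraries numbered 1 and 2 and fell among those numbered 3. The interaction model rests on 1 such library per genotype and 2 residual degrees of freedom.

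Both genes lie on chromosome 13, 4.63 Mb apart in release M21. A candidate explanation is DNA of another mouse strain on chromosome 13 that some animals carried. If so, genes around them should show interaction p-values under 0.05 more often than other genes. Within 10 Mb of Naip2 this held for 9 of 93 tested genes (9.68%), against 6.02% elsewhere (Fisher's exact test, two-sided, p = 0.183), so strain DNA and chance cannot be told apart with 93 genes. Total counts do not order the libraries in this way, since the high libraries of either gene span 25611029 to 43536889 counts and the low libraries 16489813 to 51271226. A swap of control replicate 3 with a KO library is at odds with their Rtf1 levels of 88.3 CPM and at most 45.3 CPM. An effect of sex on these genes stays open, as the libraries numbered 3 differ from the others both in sex and in whatever else the replicate number stands for.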

How the results depend on the processing

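Rtf1 kept its direction and its call under all alternatives that gave a value for it, with log2 fold changes from −1.69 to −1.27 over the 6 fits that each left out 1 library. The count of 6574 called genes ranged from 6513 (mean count of at least 10) to 7677 (GC content offset and replicate block) over the alternatives that kept all libraries at full depth, and from 4460 to 7050 when 1 library was left out. Genes called higher ranged from 2290 to 3350 and genes called lower from 2170 to 3700 in those fits. The 3182 genes called with at least a 2-fold change became 2711 with glmTreat against a fold change of 1.5. The fit without KO replicate 2 was the only one to move a count past 1.5 times (2170 against 3269 lower genes), and it has fewer libraries. All calls shared between a setting and the reported fit had the same direction. With library size as the only scaling, the median log2 fold change of all genes moved from 0.013 to 0.10, and 57.6% of the calls were higher in place of 50.3%.

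With the replicate number as a block, 7628 genes were called, 6555 of them among the 6574. The block removed the call of the Th1 list (median 0.62, camera adjusted p = 0.126) and added calls for 9 of the 140 genes followed one by one: Rora, Il22, Ctr9, Leo1, Stat4 (adjusted p = 0.0049), Il12rb2 (0.0020), Ccr8 (0.028), Rsad2 (0.0037) and Oasl1 (0.049999). It removed none of their calls and changed no other camera call of a list, and fry with the block added the pathogenic Th17 list (adjusted p = 0.000965). The Th1 list also lost its call with GC content offset and block together (0.61) and with sex as a term, added after the data were seen (0.67). Its camera adjusted p ranged from 0.0098 (without KO replicate 2) to 0.443 (estimated correlation), its fry adjusted p was 0.00694, and its median from 0.37 to 0.80 over the fits without 1 library, so this result depends on the model. The Th2 list passed the threshold with library size as the only scaling (−1.24), without a filter (−1.33), with a mean count of at least 10 (−1.59) and by fry (−1.32). Its median lay between −1.59 and −0.98 without 1 library, and it was called only in the fit without control replicate 2. The cause was not tested for either list.

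Camera with an estimated correlation left the medians as they were, and the Th1 (0.66), proliferation (−1.22), p53 (0.62), interferon (2.01) and replication histone (−1.53) lists were no longer called. In the simulated data the same setting called a changed list. Genes were drawn independently of one another there, so it stays unknown whether this setting could call a list whose members vary together with 3 libraries per group. The proliferation, p53, interferon and replication histone lists kept their direction and call under all other alternatives run for lists, which did not include DESeq2's Wald test, limma-voom or glmTreat. Fry added calls for the Th17 (−0.39), Th2 (−1.32), regulatory T cell (−0.13), naive and stem-like (−0.56) and H2B ubiquitin (0.24) lists. Fry asks whether the members change on average, while camera asks whether they change more than the other genes, 6574 of which were called here. The regulatory T cell median, between −0.25 and 0.033, reversed without control replicate 1. Of 216 list values recomputed, 194 kept direction and side of the threshold.

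The relation to gene length moved with genomic span (−0.12) and with genes of at least 10 CPM (−0.011), and lay between −0.10 and −0.073 without 1 library. Among 2519 values recomputed for the 140 genes, 55 gained a call, 79 lost one and 8 reversed. The reversed values were all close to 0 in the reported fit: with library size only, which raised genes in general, Maf (0.080), Wdr61 (0.0080) and Wac (0.018), and with 1 library left out Tmem176b (from −0.44 to 0.10; 0.068 without control replicate 1, 0.10 without KO replicate 2), Wdr61 (from −0.27 to 0.056, without control replicate 2), Tmem176a (from −0.25, without control replicate 3, to 0.29) and Maf (from −0.13 to 0.14, without KO replicate 3). The first 3 flips follow the common shift, and the cause of those with 1 library left out was not tested. Thinning every library to the smallest total, 16489813 counts, left 6190 calls among 13205 tested genes, 5993 of them shared.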

Other observations

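Of the tests below, those of undeleted cells, sex, the replicate block as a test of batch, myeloid cells, S phase, antigen-presenting cells, the hypoxia and integrated stress lists, the order of the KO libraries and the correlation of Lars2 with Gm15564 were chosen after the result had been seen.

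Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many as 6574 called genes, and the other 9 gave 0, with 25 to 1059 genes at an unadjusted p-value under 0.05 against 7724. Of the 10 splits 4 part all 3 pairs of equal replicate number, as the real one does, and the others part 1 pair. The smallest share this design allows is 0.1. With 0 adjusted calls elsewhere, technical splits were examined through the model instead. With sex as a term 7632 genes were called, 6568 of them shared. Genes on the X and Y chromosomes made up 2.80% of these calls, 2.74% of the 6574 calls without the term and 2.92% of the tested genes. With the replicate block 7628 were called. Sex and replicate number are balanced between the groups, so these terms could not take the contrast away, and both counts decide nothing about sex or batch. Among the 4 libraries without Y-linked counts 6351 genes were called, 5647 of them shared and all of these in the same direction, and with every library thinned to the smallest total 6190 genes were called. These latter counts argue against sex and depth as the source of the bulk of the calls. A batch shared by equal replicate numbers is balanced between the groups, so it cannot be that source either. Of 6294 genes called among the libraries without Y-linked counts, 97.4% had the same direction in the pair numbered 3. This argues against a batch confined to 1 pair. A batch that differed between KO and control in every pair is named in no label and cannot be told from genotype here.

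Rtf1 transcripts remained at 37.2% of control on average, and at 49.6%, 33.3% and 28.7% in KO replicates 1, 2 and 3. If the KO cultures held control-like cells in that share, no gene should fall below it. By glmTreat at Rtf1's own fold change, 139 genes fell further than Rtf1 (edgeR adjusted p under 0.05), and in 74 of the 9735 genes with at least 5 CPM in control the highest KO library lay under 27.9% of the lowest control library, the share Rtf1 kept in its lowest KO library against its highest control. Undeleted cells with a normal program are therefore not enough to account for all of the remaining Rtf1 reads. Transcripts that are still made from a deleted allele stay open as an explanation, since the table has no counts by exon. KO replicate 1, with most Rtf1, also had the smallest changes, a slope of 0.816 on the other KO libraries against 1.001 for KO replicate 2 and 1.06 for KO replicate 3. The order matches the Rtf1 order, which may reflect dosage or undeleted cells, but 3 libraries cannot tell it from chance (1 of 6 orders).

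The interferon list rose by 833 CPM in sum, from 661 ± 129 to 1494 ± 309 (SD, n = 3). Cells of the myeloid lineage in the KO cultures could bring such transcripts, but 8 abundant myeloid transcripts together (Lyz2, Tyrobp, Fcer1g, C1qa, C1qb, C1qc, S100a8 and S100a9) rose by only 1.68 CPM, from 0.268 ± 0.110 to 1.95 ± 0.747. Ctss, Cst3 and Cd68 of the same marker list did rise, but Ctss and Cst3 were already present in control cultures that held little of the other 8. The 20 called members lie on 12 chromosomes, with at most 4 on one, which argues against a single linked region of other strain DNA that carries the members themselves. Whether 1 such region acted on genes elsewhere cannot be read from this count. Among the 19 members that share under 10% of their stretches with other genes, 16 were called higher and the median was 1.98, so reads shared between paralogs do not carry the rise either. A response to interferon or to nucleic acids within the KO T cells is a hypothesis that remains, and it was not tested.

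The fall of the replication histone genes was also present, though smaller, in genes with little shared sequence: the 8 members with under 10% shared stretches had a median of −1.24, and 5 of them were called lower and 1, Hist2h2be, higher (0.86, edgeR adjusted p = 0.034). Fewer cells in S phase may lower histone transcripts along with other S-phase genes, whose median in a list of 15 was −1.12. The mean log2 CPM of the histones minus that of the S-phase genes was −0.505 ± 0.191 in control and −0.776 ± 0.253 in KO (SD, n = 3), a difference of −0.272 (exact permutation test, two-sided, p = 0.3, with 0.1 the smallest possible). Between libraries of equal replicate number it was −0.156, −0.262 and −0.397, all of 1 sign (exact sign-flip test, two-sided, p = 0.25, the smallest possible with 3 pairs). Fewer cycling cells alone and an additional fall of histone transcripts cannot be told apart, because 3 pairs are too few.

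H2-Ab1 fell from 41.6 to 1.73 CPM, which could mark antigen-presenting cells in the control cultures. Such cells express the MHC class II genes together. H2-Aa stood at 0.0918 CPM in control and 0.673 in KO, H2-Eb1 at 1.56 and 1.74, and Cd74 at 27.2 and 56.1, and the sum of these 3 rose by 29.6 CPM. The control level of H2-Ab1 thus came without H2-Aa. The near absence of H2-Aa beside H2-Ab1 in control argues against antigen-presenting cells as the source, and a gene-specific cause is left as a hypothesis.

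The falls of P4ha2 and Vldlr prompted lists of hypoxia and glycolysis genes and of integrated stress response genes, each tested without the genes named for the largest decreases. The hypoxia and glycolysis list (35 genes) had a median log2 fold change of −1.29, with 28 genes called lower and none higher (camera adjusted p over both lists 3.5e-12), and −1.30 with the GC content offset, so GC content does not explain it. Gapdh, for example, fell from 4539 ± 353 to 1670 ± 81.0 CPM and Tpi1 from 1387 ± 206 to 352 ± 19.4 CPM (SD, n = 3). The integrated stress list (23 genes) had a median of −1.84, with 21 genes called lower and 1, Sesn2, higher (camera adjusted p = 5.2e-11), among them Asns and Atf4. The lower Hif1a and Atf4 transcripts are consistent with reduced output of both programs, yet lower proliferation or a difference in culture density or medium would be too, and these cannot be separated in cultures sequenced at 1 time point. Both lists were written after the data were seen and the result is a hypothesis. Camera was run on them only with the preset correlation of 0.01. The estimated correlation, with which none of the 12 planned lists was called, was not tried on these 2 lists. With 1 library left out the medians lay between −1.39 and −1.28 and between −2.12 and −1.67. In these fits no gene of the integrated stress list was called higher, except 1 without KO replicate 2. The call of Sesn2 was therefore lost in all of the others.

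Genes near Rtf1 on chromosome 2 were examined for flanking DNA of another strain carried with the altered allele. Within 10 Mb, 91 of 166 tested genes were called (54.8%), against 46.0% elsewhere (Fisher's exact test, two-sided, p = 0.028). Of 12958 equal windows around tested genes, 5.93% had as large a share. Windows that overlap the Rtf1 region were among them, so the share in the rest of the genome is not known from this count. Linked DNA and ordinary clustering cannot be told apart with 1 locus.

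The weak negative relation of fold change to gene length stayed with the GC content offset (−0.0874), which argues against GC content as its origin. In 4 of the 10 splits of the libraries, the real one included, rho was as large as −0.081 in absolute value, up to 0.109. The other splits keep part of the contrast between KO and control, and 10 splits are too few, so an effect of RTF1 and chance cannot be told apart here. Both checks used exonic length, and genomic span (rho −0.12) was not put through them.

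Lars2 ranged from 57.2 to 5002 CPM across the 6 libraries and tracked Gm15564, which ranged from 1.64 to 256 CPM (Pearson's r = 0.999, exact permutation p = 0.00278; Spearman's rho = 0.943, exact permutation p = 0.0167; r without the 2 libraries farthest from the median 0.983; the only such relation computed, chosen after the values were seen). Neither was called between the groups (log2 fold change 2.16, edgeR adjusted p = 0.0811 for Lars2; 2.19, adjusted p = 0.109 for Gm15564), although both rose in KO within each pair of equal replicate number and every KO library lay above every control library for Lars2. With the replicate block Lars2 was called (2.60, adjusted p = 0.040) and Gm15564 was not (2.58, adjusted p = 0.0562). The genes lie on chromosomes 9 and 16, but their transcripts share an identical stretch of 52 bases, and 0.368% of the 50-base stretches of Gm15564 occur in another gene. Reads of 1 repeated sequence present in both may therefore set both values. Whether that sequence, or the reads of the 2 most counted genes, Gm26917 and Gm42418, belong to ribosomal RNA left over in the libraries was not tested, as no ribosomal reference was used here.

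The marker lists written beforehand were summed over their genes. B cell markers gave 94.1 ± 21.6 CPM in control and 74.9 ± 31.4 in KO (SD, n = 3), mostly Cd74 and H2-Ab1. Myeloid markers gave 106 ± 21.7 and 256 ± 43.6, mostly Ctss (51.2 and 132 CPM) and Cst3 (50.7 and 98.8 CPM), with Cd68 rising from 3.19 to 20.001 CPM. CD8 and NK cell markers gave 22.04 ± 4.42 and 37.8 ± 3.198, with Prf1 rising from 0.328 to 12.1 CPM. Erythroid markers gave 2.01 ± 0.873 and 1.65 ± 0.578. Fibroblast markers gave 295 ± 27.3 and 568 ± 124, of which Thy1, a gene that T cells express, accounted for 289 and 567 CPM. Of the lists' 14, 18, 12, 10 and 10 genes, 9, 6, 10, 1 and 5 were expressed highly enough in these cultures to be tested.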
